A study of Mus musculus with 25 samples. Its data were reported in "Identification of novel endogenous antisense transcripts by DNA microarray analysis targeting complementary strand of annotated genes" (2009).

How the data were processed

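RNA from mouse tissues and from the SL10 cell sample was labelled with a single dye (Cy3) after reverse transcription from either oligo-dT primers, which start at poly(A) stretches, or random primers, which start anywhere along an RNA. Each labelled sample was hybridised to 1 custom oligonucleotide array. The arrays carried AFAS (artificial antisense sequence) probes, each of which has the sequence that reads the complementary strand of an annotated gene, together with sense probes for the genes themselves. The labels place 12 samples in the random-primed group and 12 in the oligo-dT group, the same 12 tissues in each, and the SL10 oligo-dT sample stands alone. No tissue was hybridised more than once with the same primer, so the tissue pairs are the only repeats that the design holds. The extraction notes of all samples name mouse brain as the source, against their tissue labels, and the tissue labels were used.

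The deposited scanner files hold, for each spot, signal intensities and flags written by the Agilent Feature Extraction software, which had subtracted the background and detrended each array. The authors also deposited a value table with a normalised intensity for each AFAS and sense probe in each sample. Set against the scanner files, that table was on a linear scale, was not centred and held no ratios: 99.9% of its matched values above the floor equalled the processed signal times 1 factor per array (within 0.1%), and 100% of its floor values of 5 lay on spots below 5 or without the software's positive-and-significant flag. The authors' factors set the mean signal of each array equal to that of the SL10 oligo-dT array. Medians of the table's columns ran from 5 to 147.1. Scanner files were present for 23 arrays. The placenta arrays at 13.5 days post coitum (d.p.c.) were present only in the value table, and their scanner output was not analysed here.

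Normalised signals were computed from the processed signals of 18970 probes that were neither controls nor masked by the authors. Each array was scaled so that the mean over its present, unsaturated probes equalled that of the SL10 oligo-dT array. Values were then floored at 5 and put on the log2 scale. The factors used lay between 0.94 and 1.06 times the authors' own. Factors were 2.35 ± 0.67 (SD, n = 11) for the oligo-dT arrays of the 11 tissues with both scanner files and 3.49 ± 1.72 (n = 11) for their random-primed arrays, with the highest, 7.31, on the random-primed intestine array. Spots flagged as outliers by the scanner software, 12 at most on 1 array, were left out of the fits. Saturated spots were kept, so a change with saturated spots in its brighter signal alone is a lower bound in size. Spots whose names and sequences the authors had masked were not analysed here.

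The core set held 2960 AFAS probes and 1212 sense probes of 60 bases. AFAS probes fell into 501 probes for 87 imprinted genes, 111 for 22 genes with a known antisense transcript, 635 for genes with a human ortholog that has an antisense transcript, 1652 for 436 selected well-annotated genes and 61 for 33 negative control genes. Strand was checked on 3040 pairs of an AFAS and a sense probe of the same record: 379 shared at least 20 bases on opposite strands and 0 shared them on the same strand. Gene names were taken from the accession for 2676 of these probes, from the description for 145 and from the name in the files for 65 that the gene table also lists and 10 that it does not. Another 1276 probes had no name and were not named. A further 14798 probes on the arrays, designed for pairs of overlapping cDNAs, are not in the authors' value table and entered only the scaling and a separate count of detection.

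Detection used the software's positive-and-significant flag. For each tissue the shares of AFAS and sense probes detected with random priming only, with both primings and with oligo-dT only were compared by an exact two-sided sign-flip permutation test over the 11 tissues, whose smallest possible p is 9.8e-04. The priming effect per probe was fitted with limma 3.58.1 in R 4.3.3 (lmFit with the tissue as a block, eBayes with a trend) on probes detected on at least 3 of the 22 arrays, with Benjamini-Hochberg adjustment over all probes tested and a threshold of 0.05. The pairing comes from the tissue label: over 4002 probes, deviations from the group means correlated between the 2 arrays of a tissue with r of 0.11 to 0.55, and all 11 tissues correlated more with their own partner than with any other tissue. On data simulated from these arrays with 200 changed probes of 4002, the fit called 0% of changes of 0.5, 15.4% of changes of 1 and 82.6% of changes of 2 on the log2 scale, with 4.29% false calls and 0 calls in the wrong direction. The simulated noise had a random sign for each probe and tissue, changes went in both directions, and whole arrays did not shift. These rates need not hold for the real data, where most probes were called and the calls followed the scaling. Gene lists were fixed before the data were examined and tested on the same fit with camera (preset correlation of 0.01, and an estimated one), each list against the probes of its own strand. The fry test was also run. It asks whether the probes of a list change at all and not whether they change more than others, and its results are not given here. A probe not well above background on any array of a group has only a bound there, and its change is given as "at least" a fold: the mean of the brighter group against the mean, over the dimmer group's arrays, of the higher of that array's lowest well-above-background signal and the probe's own signal. A probe well above background on only some arrays of a group is given its change with the SD, which then rests in part on signals near background.

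Tissue specificity was measured with tau over the 11 random-primed arrays. On the log2 scale named before the data were examined no AFAS probe reached a tau of 0.8 (the highest was 0.70). Tissue-specific probes are therefore named from tau on the linear signal, and the test of top tissues shared between primings, which needs such probes, was run on that scale only after this was seen. Sense and AFAS signals of a gene were each averaged over probes and correlated over the 11 tissues, against 10000 pairings with other genes. Genes with known antisense transcripts and imprinted genes were compared with negative control genes by a two-sided permutation test with 100000 resamples. Neither the files nor the gene table give probe positions, so signal along the mRNA was not measured. In its place, the lowest- and highest-numbered probes of each gene with at least 4 AFAS probes were set against its inner probes, a choice made after the data were seen.

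Alternatives covered the scaling (75th percentile of each array, no scaling, quantile normalization), normexp background correction with an offset of 50, floors of 25 and 1, the authors' value table, gene means, filters on dim probes, the block, the variance trend, and each tissue left out in turn. Scan dates and the array layouts recorded in the scanner files gave 3 scan batches, each with both primings of 3 or 4 tissues. Intestine, lung and placenta at 10.5 d.p.c. made up the third batch and were the only tissues on the second layout, so tissue and layout cannot be told apart there. The self-tests, permutations and figures were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.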

Results

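RNA was measured on both strands of mouse genes in brain, heart, intestine, kidney, liver, lung, spleen, stomach, testis, thymus and placenta, once after random priming and once after oligo-dT priming. The labels give 12 tissue samples for each primer, with placenta taken at 10.5 and at 13.5 d.p.c., and 1 oligo-dT sample of SL10. There was 1 array per tissue and primer, so errors below are standard deviations (SD) over the 11 tissues that had scanner files for both primers. AFAS probes were detected on 38.4% to 85.1% of their spots per array and sense probes on 74.9% to 97.7%. Mean signals of the present probes ran from 209.6 to 1533 before scaling, and the number of arrays limits the precision of every value. The data came without a genome build or probe positions, which the study shows in a figure for its Tsix probes, so probes are named by their gene alone.

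The first comparison asked whether transcripts of the complementary strand are seen with a different primer from the transcripts of the genes themselves. AFAS probes were detected with random priming only in 30.5% ± 7.12 (SD, n = 11 tissues) of cases and sense probes in 13.5% ± 4.03, a difference of 17.1 ± 4.20 percentage points. Detection with both primings was the reverse, 46.8% ± 10.1 for AFAS probes and 80.9% ± 5.13 for sense probes. AFAS probes were also detected with oligo-dT priming only more often than sense probes, in 6.98% ± 2.29 against 1.76% ± 0.934. Each of these differences had the same direction in 11 of 11 tissues and an exact sign-flip p of 9.8e-04, the smallest that 11 pairs can give, with an adjusted p of 9.8e-04 over the 3 classes. When a signal of 100 or more was taken as detection in place of the flag, the difference for random priming only shrank to 5.91 points (p = 0.00195) and that for oligo-dT only turned to −3.09 points (p = 0.00977). With the well-above-background flag they were 16.4 and 2.26 points (p = 9.8e-04 and 0.0146).

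**Figure D1:**
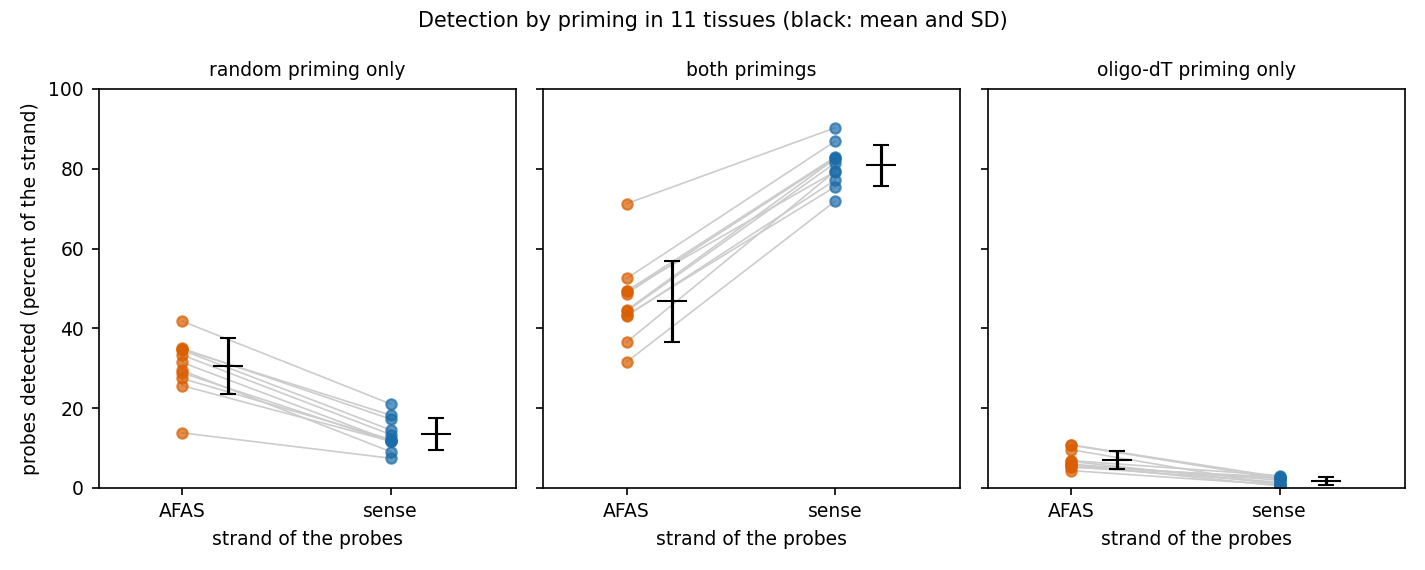
Percent of AFAS and sense probes (vertical axis) detected with random priming only, with both primings and with oligo-dT priming only, with 1 point per tissue and the mean ± SD over 11 tissues. Random priming only took 30.5% of AFAS probes and 13.5% of sense probes.

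Single probes differed by large folds between the primers. Where a gene had several probes of a strand, the one with the largest change is given. With the scaling to a common mean, an AFAS probe of Tyms, the thymidylate synthase gene, which has a known antisense transcript, was at least 873-fold higher with random priming, and one of Dlk1, an imprinted gene that encodes a Notch-like membrane protein, at least 331-fold higher. With the 75th percentile of each array set equal these bounds were 234-fold and 88.6-fold. An AFAS probe of Xrcc1, a DNA repair gene, was higher by 9.26 ± 1.21 on the log2 scale (SD, n = 11 pairs), that of Egr1, an immediate early transcription factor, by 8.72 ± 1.01, and that of Il7r, the interleukin 7 receptor, by 8.69 ± 0.75. Among sense probes, Xist, the RNA that coats the inactive X chromosome, was higher by 8.82 ± 1.39, followed by Shc3 (8.16 ± 1.35), Foxk1 (7.90 ± 1.05), Usp34 (7.70 ± 0.72) and Msx1os, the antisense transcript of Msx1 (7.16 ± 1.28). With oligo-dT, the probe of Xrcc1 was well above background on 1 of 11 arrays, those of Shc3 and Foxk1 on 2, that of Il7r on 3, and those of Egr1 and Usp34 on 4. The changes of these 6 genes therefore rest largely on oligo-dT signals near background. A change in the same direction in 11 of 11 tissues and an adjusted p under 0.05 were conditions for naming these probes. Neither is therefore a result in itself. Their adjusted p from limma were 1.5e-11 or lower.

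With the scaling to a common mean, fewer AFAS probes were lower with random priming. One of Actb, the cytoskeletal beta-actin gene, fell by 7.89 ± 1.16 on the log2 scale, from a mean signal of 89648 with oligo-dT to 377 with random primers, with 2 of its oligo-dT spots saturated so that the true fall is at least as large. Ywhaz, a 14-3-3 protein gene, gave −4.67 ± 2.33, and Ube3a, an imprinted ubiquitin ligase gene with a known antisense transcript, gave −3.34 ± 1.31. With random priming the Ywhaz probe was well above background on 6 of 11 arrays and the Ube3a probe on 1. AFAS probes of Gnas, which encodes a G protein subunit, and Hspa5, an endoplasmic reticulum chaperone, were at least 5.93-fold and at least 4.45-fold lower (20.2-fold and 15.2-fold with the 75th percentile set equal). Sense probes lower with random priming were led by Tsn (−5.80 ± 1.37), the mismatch repair gene Mlh1 (−5.18 ± 1.27), the condensin gene Smc4 (−4.76 ± 1.51), the replication factor gene Rfc1 (−4.74 ± 1.58) and Gnb2 (−4.71 ± 0.59). The same direction in 11 of 11 tissues was again a condition for naming. Each of these 20 probes kept its direction with every scaling tried.

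Probes of one gene did not all move together. Of the AFAS probes of Actb, 5 of 6 were lower and 1 was higher, while its sense probe, saturated on 2 random-primed arrays, was higher. With the scaling to a common mean this sense change was at least 3.91 ± 0.92, and with the 75th percentile of each array set equal at least 2.01. Both AFAS probes of Ywhaz were lower. For Ube3a, 8 of 10 AFAS probes were higher and 1 was lower, for Gnas 5 of 7 were higher and 2 lower, and for Tsn 5 of 7 were higher and 1 lower. All 4 AFAS probes of Mlh1 were higher, whereas its sense probe was lower.

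**Figure D2:**
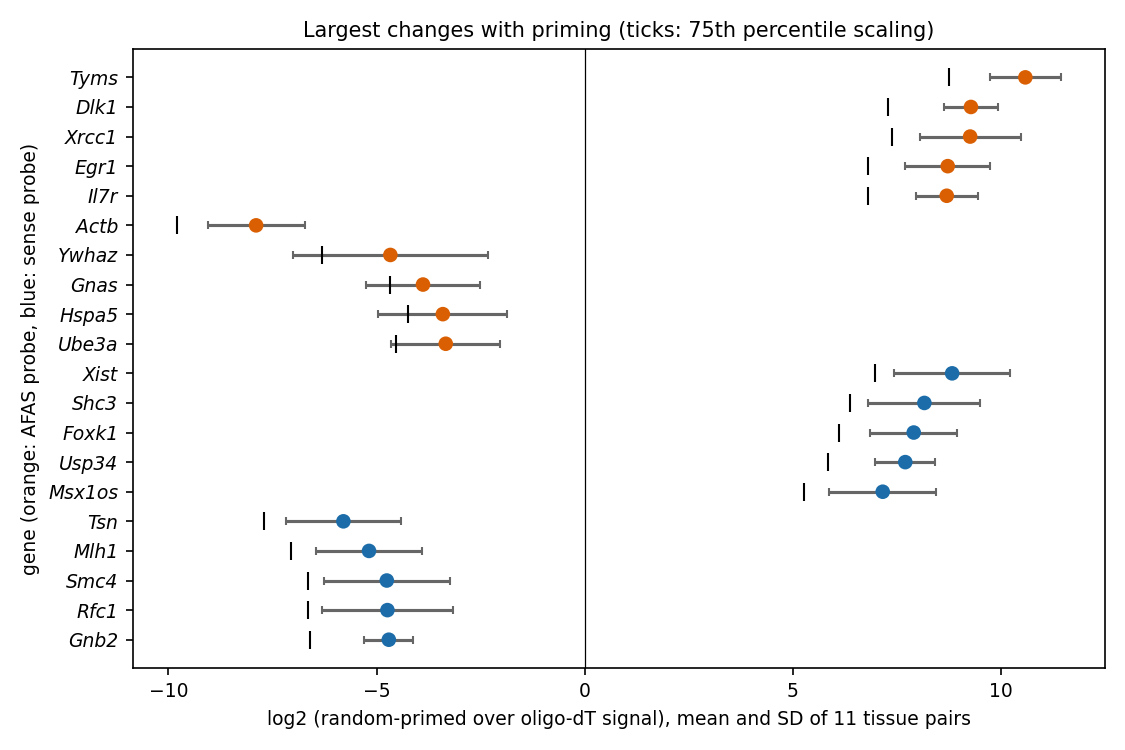
Log2 change with random against oligo-dT priming (horizontal axis) of the 20 probes that the naming rule gave, AFAS and sense, as the mean with its SD over 11 tissue pairs, with a tick at the change after setting the 75th percentile of each array equal. Tyms, Dlk1, Gnas and Hspa5 were well above background with 1 primer only, so their points rest on signals near background. Those of Xrcc1, Shc3, Foxk1, Il7r, Egr1, Usp34 and Ube3a do so on most arrays of their dimmer primer. Actb AFAS lay at −7.89.

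Over all probes, the limma fit called 2083 AFAS probes higher with random priming and 78 lower, of 2813 tested, and 677 sense probes higher and 256 lower, of 1207. The median over all 4020 probes was 1.77 on the log2 scale; relative to it the AFAS median, 2.03, lay above and the sense median, 1.26, below. This shift and the split by direction follow the scaling: with the 75th percentile of each array set equal the median was 0.01, and the calls were 1067 higher and 649 lower for AFAS probes and 328 higher and 539 lower for sense probes. Quantile normalization gave 942 higher and 862 lower AFAS probes and 327 and 545 sense probes, and normexp with quantile normalization gave 895 and 775 AFAS probes and 310 and 546 sense probes. Within the scan batches the AFAS calls were 1711 higher and 76 lower, 1856 and 69, and 1558 and 96.

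The strands also shifted by different amounts within the same arrays. The median AFAS probe shifted by 1.83 ± 0.55 and the median sense probe by 1.13 ± 0.78 (SD, n = 11), a difference of 0.70 ± 0.48 that was above 0 in 10 of 11 tissues (exact sign-flip p = 0.00195). Stomach, brain, spleen and heart, for example, gave AFAS shifts of 2.12, 1.75, 1.71 and 1.94 against sense shifts of 1.04, 0.22, 0.49 and 0.90. In placenta at 10.5 d.p.c. the order was the reverse, 1.35 against 1.41. By scan batch the difference was 0.71 ± 0.36 (n = 4, exact p = 0.125), 1.11 ± 0.31 (n = 4, exact p = 0.125) and 0.17 ± 0.25 (n = 3, exact p = 0.5), where 0.125 and 0.25 are the smallest p that 4 and 3 tissues allow. The difference was 0.38 with quantile normalization, 0.20 with normexp, 1.55 in the authors' value table and 1.06 over gene means, all above 0 on average with p of 0.00195 or lower. With a floor of 25 it was 0.13 (p = 0.408), and with probes detected on all arrays it was 2.51 ± 0.86 (11 of 11 tissues, p = 9.8e-04).

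**Figure D3:**
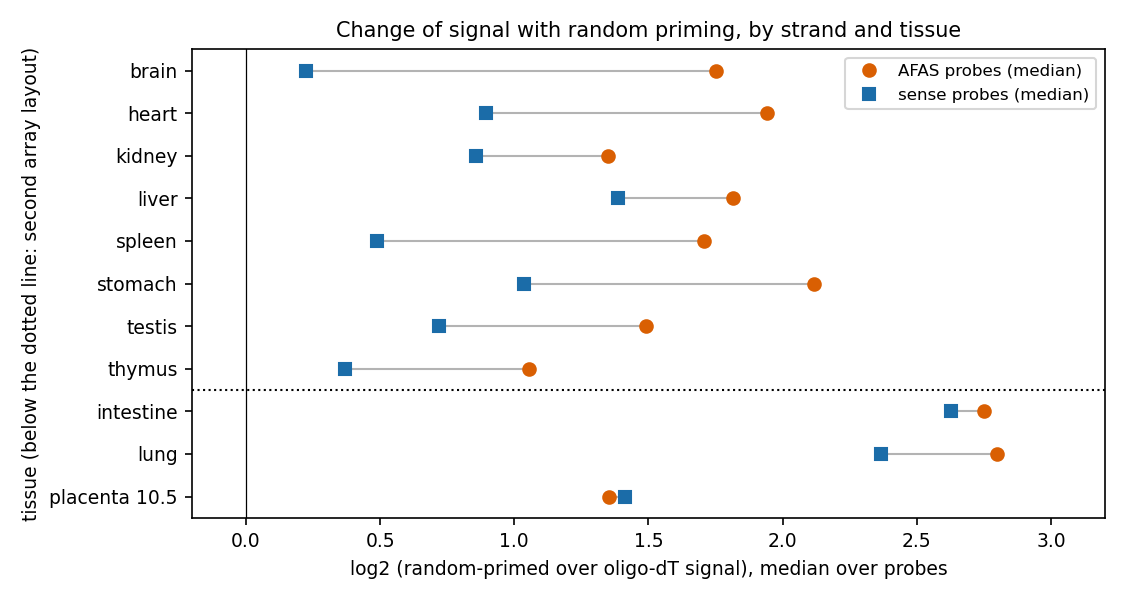
Median log2 change with random against oligo-dT priming (horizontal axis) of AFAS and sense probes in each of the 11 tissues, with the second array layout below the dotted line. The AFAS median is the higher one in 10 of 11 tissues, and placenta at 10.5 d.p.c. is the exception (1.35 against 1.41).

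Non-coding RNAs of the nucleus were higher with random priming, mostly through 1 locus, Xist and its antisense RNA Tsix. Of 28 sense probes for long non-coding RNAs retained in the nucleus, 25 were higher with random priming and 1 was lower (25 and 1 adjusted over the list alone), but 18 of the probes were for Xist (17 higher) and 7 for Tsix (6 higher). The largest changes were 8.82 ± 1.39 for Xist, 4.80 ± 1.48 for Tsix and 4.44 ± 1.87 for Meg3. The list exceeded the other sense probes by camera (adjusted p = 4.1e-04), but not with an estimated correlation (adjusted p = 0.683 with an estimated correlation). With the 75th percentile of each array set equal the sense calls were 18 higher and 4 lower. Of 51 AFAS probes of the same RNAs, 42 were higher and 1 lower (43 and 1 adjusted over the list alone), not more than other AFAS probes (adjusted p = 0.954), and 25 and 10 with the 75th percentile of each array set equal. The sense probe of H3c14, a replication-dependent histone gene whose mRNA ends without poly(A), was higher in 11 of 11 tissues. It rose by 4.70 ± 0.99, from 942 to 24432, with 1 random-primed spot saturated (2.80 with the 75th percentile of each array set equal). No other member of that list and no small structured RNA was on the arrays by name.

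Genes with a known antisense transcript, which the study used to check its probes and which are therefore not independent evidence, had 80 of 103 AFAS probes higher and 6 lower (81 and 6 adjusted over the list alone; 43 and 24 with the 75th percentile of each array set equal), among them Myc (6.35 ± 0.90), Tsix (5.97 ± 2.01) and the Wilms tumour gene Wt1 (5.66 ± 1.39). Their sense probes were higher in 29 of 35 cases and lower in 2 (29 and 2 adjusted over the list alone), with an adjusted p of 0.00157 by camera and an adjusted p of 0.683 with an estimated correlation. These 35 include the same 18 probes of Xist and 7 of Tsix, and with the 75th percentile of each array set equal the sense calls were 18 higher and 8 lower, from 4 and 7 genes. Imprinted genes had 252 of 332 AFAS probes higher and 9 lower (252 and 9 adjusted over the list alone; 124 and 64 with the 75th percentile set equal), with Mkrn3 at least 215-fold and the calcitonin receptor gene Calcr at least 131-fold higher (57.5-fold and 35.1-fold with the 75th percentile set equal), and Ndn higher by 7.99 ± 1.18. Of their 55 sense probes 31 were higher and 9 lower (31 and 8 adjusted over the list alone), with the growth factor gene Igf2 at 6.22 ± 0.73. Neither AFAS list (adjusted p = 0.99 for both) nor the imprinted sense list (adjusted p = 0.74) differed from other probes of its strand. Which strand the Kcnq1ot1 record represents could not be settled, so its probes are in the counts alone.

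Among genes used in every cell, most AFAS probes of Actb and Ywhaz were lower. Of the 16 AFAS probes of that list 7 were lower with random priming, 5 of them for Actb and 2 for Ywhaz, 3 were higher and the rest did not pass (3 and 7 adjusted over the list alone). The list lay below the other AFAS probes (adjusted p = 3.6e-15 by camera; adjusted p = 0.045 with an estimated correlation), and with the 75th percentile of each array set equal the first stayed (adjusted p = 9.5e-07) and the second ended (adjusted p = 0.861 with an estimated correlation). The transferrin receptor gene Tfrc was opposite on its strands, with an AFAS probe higher by 3.73 ± 1.66 and a sense probe lower, −3.42 ± 0.63. Of 4 sense probes of the list 2 were higher and 2 lower (2 and 2 adjusted over the list alone).

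Cell cycle genes and oncogenes had more AFAS probes higher than lower, and a difference between their strands was not tested. Neither AFAS list differed from the other AFAS probes (adjusted p = 0.99 by camera for both). Of 30 AFAS probes of cell cycle genes 23 were higher and 0 lower, with Mycn at 6.39 ± 1.27, the cyclin gene Ccne1 at 5.20 ± 1.35 and Brca1 at least 18.4-fold higher (4.92-fold with the 75th percentile set equal), while of 6 sense probes 2 were higher and 2 lower, with cyclin D1 (Ccnd1) at −4.43 ± 1.09. Of 187 AFAS probes of oncogenes and tumour suppressor genes 130 were higher and 10 lower, with the fibrinolysis inhibitor gene Serpine1 at 7.91 ± 2.25, Cdk7 at 7.69 ± 1.34 and Pdcd6 at 7.64 ± 0.97. Of 34 sense probes 12 were higher and 9 lower (camera adjusted p = 0.0918). With the 75th percentile of each array set equal the AFAS counts were 12 higher and 8 lower for cell cycle genes and 72 and 48 for oncogenes, and the oncogene sense probes passed toward lower (adjusted p = 0.0346), but not with an estimated correlation (adjusted p = 0.412 with an estimated correlation). Adjusted over the list alone, the counts of these 4 sets were the same with the scaling to a common mean, and the oncogene AFAS counts were 73 and 50 with the 75th percentile set equal.

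Tissue marker lists were small on the arrays. AFAS probes were higher and lower, in that order, in 31 and 1 of 42 for lymphoid markers, including Cd2 (6.40 ± 0.79) and the recombinase gene Rag1 (6.21 ± 2.30), in 34 and 0 of 46 for placenta markers, in 21 and 3 of 31 for fibroblast and stroma markers, including the collagen gene Col1a1 (6.82 ± 1.59), in 7 and 0 of 13 for brain, and in 8 and 1 of 13 for testis. They were 6 and 0 of 8 for intestine and stomach, including the homeobox gene Cdx1 (6.59 ± 0.99), 3 and 0 of 3 for heart, 2 and 0 of 3 for kidney, including uromodulin (Umod, 7.47 ± 1.20), 1 and 0 of 2 for lung, 2 and 0 of 3 for blood cells, and 0 and 0 of 2 for liver. Sense probes were 5 and 0 of 7 for lymphoid, 5 and 1 of 8 for placenta and 4 and 0 of 5 for fibroblast markers (5 and 0 adjusted over the list alone). They were 1 and 0 of 2 each for brain, intestine and stomach, and testis, 1 and 0 of 1 each for heart and lung, 1 and 1 of 2 for liver and 0 and 1 of 1 for blood cells. With the scaling to a common mean the other marker counts were the same when adjusted over the list alone. None of the marker lists that could be tested differed from the other probes of its strand (adjusted p of 0.318 to 0.99 by camera). With the 75th percentile of each array set equal, the AFAS counts were 15 and 10 for lymphoid, 18 and 3 for placenta, 10 and 8 for fibroblast and stroma, 5 and 3 for brain and 3 and 0 for intestine and stomach markers. Lower calls then outnumbered higher ones for AFAS probes of genes used in every cell (2 and 12) and of testis markers (1 and 5), and for sense probes of lymphoid markers (0 and 2), imprinted genes (19 and 24), cell cycle genes (0 and 5) and oncogenes (4 and 24), among the lists of at least 5 probes, and the median of brain AFAS probes was −0.43 in place of 1.01.

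Sense probes of 6 marker lists were highest in a tissue that they mark. Brain markers were highest in brain, by 5.87 on the log2 scale above their own mean over the random-primed tissues, liver markers in liver (6.63), intestine and stomach markers in intestine (4.90), lymphoid markers in thymus (3.98), placenta markers in placenta (3.85) and testis markers in testis (3.43), each also the highest tissue with oligo-dT. The single lung marker, Foxf1, was highest in lung with random priming and in stomach with oligo-dT, the single heart marker, Gata4, in stomach, and the single blood cell marker, Epor, in placenta with random priming and in spleen with oligo-dT. Fibroblast and stroma markers were highest in placenta with random priming (3.09) and in heart with oligo-dT (1.72). No list singled out heart, kidney, spleen or stomach, so the labels of those arrays were not checked in this way.

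Xist gave a check on the strand and on the label of testis, the male organ of the set. With random priming, 18 of 18 Xist sense probes were lower in testis than in each of the other 10 tissues, with a median signal of 25.4 in testis against 3739 elsewhere. Probes designed against Tsix that read the Xist strand showed the same order in 4 of the 5 whose median outside testis was at least 100, with medians of 81.6 in testis and 1050 elsewhere. AFAS probes of Xist, which read the Tsix strand, were lowest in testis in 3 of 5 such cases, and sense probes of Tsix in 0 of 4. With oligo-dT priming, 5 of the 6 Xist sense probes that reached 100 outside testis were lowest in testis.

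**Figure D4:**
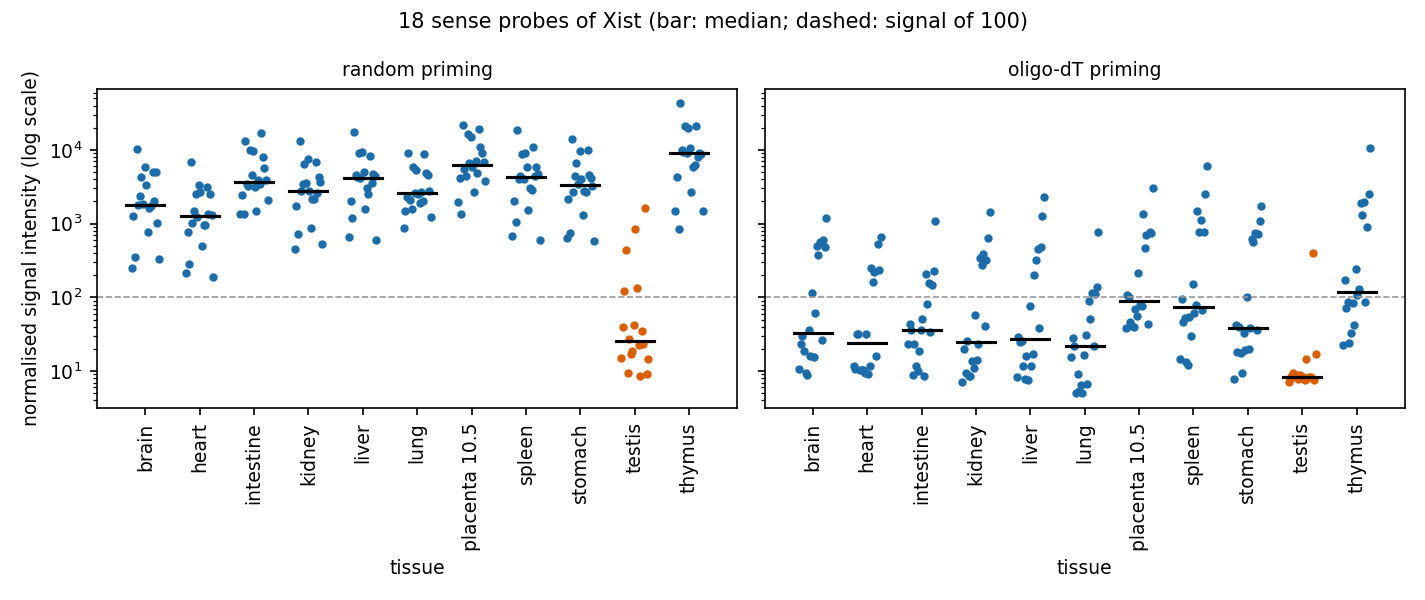
Normalised signal on a log axis of the 18 Xist sense probes, with 1 point per probe in each tissue, after random and after oligo-dT priming. With random priming the testis median is 25.4 and the median over the other tissues 3739.

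Antisense signal was also counted by strength, with 100 as the study's own criterion. Of 2960 AFAS probes, 1871 (63.2%; 937 of 1176 genes) reached 100 in at least 1 random-primed tissue, from 917 in kidney to 1441 in lung. Of the 635 for orthologous genes, 422 (66.5%) did so, as did 41 of 61 (67.2%) for negative control genes and 1124 of 1212 sense probes (92.7%). Some imprinted genes had an AFAS probe of high signal, and the values given are those of each gene's brightest probe. They included Peg12, highest in heart (237940), Peg3, a zinc finger gene, in thymus (164322), Rtl1 in brain (107560), Zim2 in brain (89197), and Rasgrf1 in brain (46382). Others were Igf2 in stomach (32205), Sgce in lung (23337), Dio3, a deiodinase gene with a known antisense transcript, in lung (11617), and Ube3a in brain (7967). Medians over the random-primed tissues were 154825 for Peg12, 116063 for Peg3, 76947.5 for Rtl1, 48185 for Zim2 and 24866 for Rasgrf1. For Igf2, Sgce, Dio3 and Ube3a they were 1460, 12982, 3509 and 1597. A highest tissue therefore does not by itself mark a preference. The AFAS probes that reached 100 were 4 of 6 for Peg12, 7 of 16 for Peg3, 9 of 11 for Rtl1, 3 of 3 for Zim2 and 6 of 9 for Rasgrf1. They were 7 of 9 for Igf2, 2 of 4 for Sgce, 3 of 4 for Dio3 and 10 of 10 for Ube3a. The mean over the probes of Peg3 was 5.31 on the log2 scale. With the 75th percentile of each array set equal the counts were 939 AFAS probes, 208 for orthologous genes and 23 for negative control genes, and on the oligo-dT arrays 881, 139 and 18.

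Genes with a known antisense transcript or imprinted genes did not give higher AFAS signal than negative control genes beyond the spread of genes. Their mean log2 signal was 6.32 ± 1.44 (SD, 62 genes) against 6.13 ± 1.14 (29 genes), a difference of 0.19 (permutation p = 0.53). Taken over single probes, 612 against 61, the difference was 0.13 (permutation p = 0.708). Negative controls were marked by their probe names alone. The mark also falls on a probe of the imprinted gene Nap1l5. Control genes such as Cd2 and Flt3l also have AFAS probes of the well-annotated set, and the study lists Flt3l among genes whose antisense signal changed in mammary tumours. The controls may therefore not all lack antisense transcripts, which limits this comparison.

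Some AFAS probes had their highest signal in 1 tissue by a wide margin, and others had a close second. In brain, a probe of the leukocyte integrin gene Itgal gave 122688 against a median of 67.4 in other tissues with random priming, and 12288 against 13.6 with oligo-dT. Another of Atm, a DNA damage kinase gene, gave 52803 against 110 and 2389 against 9.61, and one of the Notch receptor gene Notch4 gave 56365 against 7461, with 14742 in lung. In testis, Mapre1, a microtubule-binding protein gene, gave 24027 against 816, the thrombopoietin receptor gene Mpl 7991 against 707, and Cd40 5783 against 385. In placenta at 10.5 d.p.c., Mycn gave 26446 against 450.3, in spleen the nerve growth factor gene Ngf 10225 against 1039 (7680 in thymus), in lung the cytokine gene Lif 5817 against 919, in heart Mafb 5216 against 270.2 (2731 in liver), and in thymus Mlh1 3023 against 221. Another AFAS probe of Mycn had a geometric mean signal of 38720 over the random-primed tissues. The placenta value therefore holds for the named probe and not for the gene. Stomach had the mast cell protease gene Mcpt4 (2793 against 141), kidney the motor protein gene Kif1a (2390 against 92.5), intestine Mxd1 (289.97 against 21.3), and liver Ppp1r9a, the one named gene that qualified there (177 against 13.6, with 126 in heart). The same highest tissue with oligo-dT was a condition for naming these probes, met by 18 of 39 named probes in brain, 10 of 33 in testis, 8 of 63 in lung, 3 of 70 in intestine and 1 of 16 in spleen, where Ngf read 10.3 against at most 9.80 elsewhere, below the lowest well-above-background signal of that array (23.8). After Ngf, the closest oligo-dT readings were those of Kif1a (183 against at most 163 elsewhere), Mlh1 (62.6 against 51.4) and Lif (30.9 against 22.6). The other named probes had wider margins.

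The study followed up an antisense transcript of Acaa1b, a peroxisomal thiolase gene, which is therefore no independent choice here. Its AFAS probe read 2753 in testis and 1133 in kidney with random priming, and 5362 and 1271 with oligo-dT, with at most 281 and 429 in any other tissue. Its sense probe read 22024 in liver and 5680 in kidney with random priming. Between the primers the AFAS probe differed by −0.72, which did not pass over all probes but did when adjusted over the list alone, a list of this 1 measured gene, and with the 75th percentile of each array set equal it was called lower (−2.41). The sense probe was lower with random priming (−3.33 ± 1.26, 11 of 11 tissues), a fall that is at least this large because its liver and kidney spots with oligo-dT were saturated.

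By tau on the linear signal, 402 of 2960 AFAS probes (13.6%) reached 0.8 and a signal of 100, as did 88 of the 635 for orthologous genes (13.9%) and 330 of 1212 sense probes (27.2%). The tissue of the highest signal was intestine for 93 AFAS probes, lung for 81, brain for 47, testis for 45, placenta at 10.5 d.p.c. for 43 and stomach for 38. The random-primed intestine and lung arrays carried scaling factors of 7.31 and 4.06, and with the 75th percentile of each array set equal the total was 222, with 50 in intestine, 21 in lung and 27 in placenta at 10.5 d.p.c. These 3 tissues are also the ones on the second array layout and in the third scan batch. Of 125 such AFAS probes with a signal of 100 or more on an oligo-dT array, 38 (30.4%) had the same highest tissue there, against 9.02% on average when the oligo-dT arrays were relabelled (permutation p = 4.0e-04). For sense probes it was 221 of 279 (79.2%; p = 0.0001, the smallest that 10000 relabellings can give).

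The strands of a gene were compared across tissues to ask whether they move together. Among the 274 genes with a name, of 612 tested, Pdgfa, the platelet-derived growth factor A gene, had the highest correlation between its AFAS and sense signal over the random-primed tissues (Pearson r = 0.92, permutation p = 9.0e-05, adjusted p = 0.0184; Spearman's rho = 0.93, p = 1.2e-04, adjusted p = 0.0643). It was 0.95 without the 2 tissues farthest from the median and 0.80 in the first layout. Csf2ra, a cytokine receptor gene, followed (r = 0.90, p = 7.0e-05, adjusted p = 0.0184; rho = 0.87, p = 9.6e-04, adjusted p = 0.118), with 0.78 and 0.86. Gnrh1 (r = 0.87, p = 0.00282, adjusted p = 0.144; rho = 0.66, p = 0.0304) dropped to 0.37 and so rests on the tissues left out. The most negative named genes did not pass: Eif2s1 (r = −0.83, p = 0.00152, adjusted p = 0.103; rho = −0.80, p = 0.00463), Gatm (r = −0.81, p = 0.00205, adjusted p = 0.114; rho = −0.69, p = 0.0222) and Bmp8a (r = −0.73, p = 0.0123, adjusted p = 0.279; rho = −0.55, p = 0.0879), and they stood at −0.57, −0.68 and −0.49 without the 2 farthest tissues.

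Of 612 genes with both strands at 100 or more, 5 had a positive correlation at an adjusted p under 0.05 and 0 a negative one. The median r over 1004 genes was 0.07, against 0.06 for AFAS signals paired with the sense signals of other genes (95% of pairings from 0.03 to 0.09, permutation p = 0.47). Without thymus the median was 0.09 (p = 0.048). On the oligo-dT arrays the median over 1011 genes was 0.46 against 0.16 (95% of pairings from 0.14 to 0.19; p = 0.0001, the smallest that 10000 pairings can give).

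**Figure D5:**
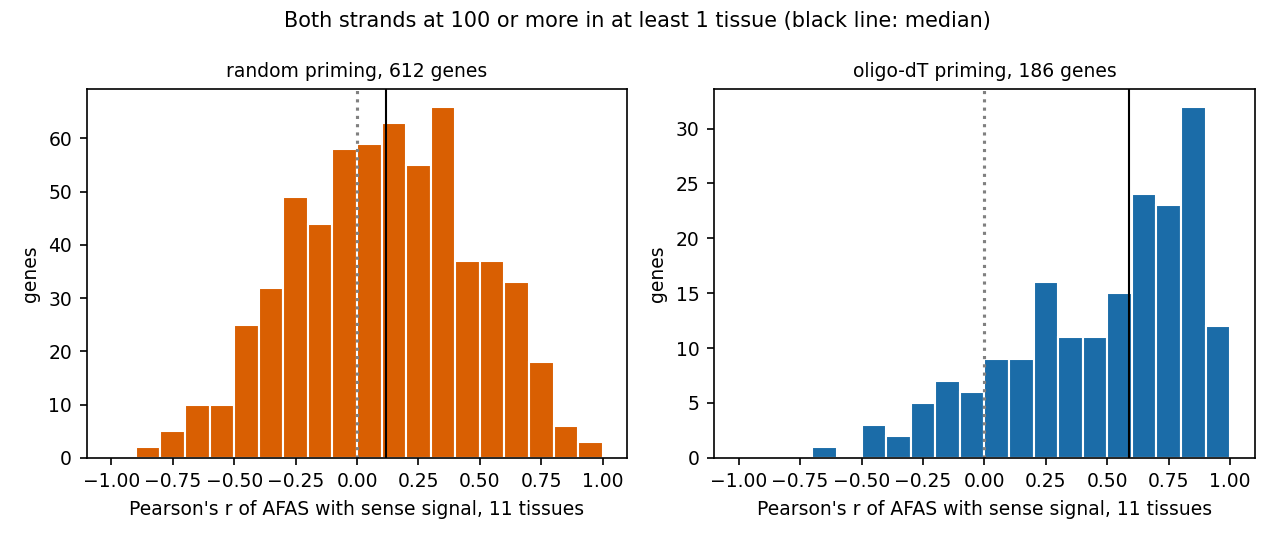
Distribution over genes of the Pearson correlation between AFAS and sense signal across 11 tissues (horizontal axis), for genes with both strands at 100 or more in at least 1 tissue, 612 with random priming and 186 with oligo-dT. The black line marks the median, 0.12 with random priming and 0.59 with oligo-dT.

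Placenta was sampled at 2 stages without replicates, so the values carry no test, and the genes named were picked by size after their values were seen. With both primers, sense signal at 13.5 d.p.c. was at least 4-fold that at 10.5 d.p.c. for Dlk1 (3228 to 15184 with random priming, 1460 to 5898 with oligo-dT), the insulin-like growth factor binding protein gene Igfbp2 (2007 to 8952 and 803 to 6048) and the homeobox gene Msx2 (441 to 1878 and 209 to 931). The sense signal of Samhd1 was lower at 13.5 d.p.c. (2803 to 116 and 20711 to 3355). AFAS probes of Hspd1, a mitochondrial chaperone gene (671 to 129 and 308 to 30.7), and Tsn (2218 to 214 and 109 to 27.2) were lower at 13.5 d.p.c., and Vav1 was the one AFAS probe that was higher (5.51 to 55.6, and from the floor of 5 to 209). In all, 1 AFAS probe was higher and 18 were lower at 13.5 d.p.c., of 1390 that reached 100, and 6 sense probes were higher and 3 lower, of 924. Across probes, which are not independent replicates, the difference between stages correlated between the primers with r of 0.06 for AFAS and 0.28 for sense probes.

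Within genes that had at least 4 AFAS probes, 342 in number, the highest-numbered probe read above the inner ones by 0.48 ± 0.09 on the log2 scale (SD, n = 11) and the lowest-numbered by 0.15 ± 0.09, each in 11 of 11 random-primed tissues (exact sign-flip p = 9.8e-04). The numbers are not known to follow the order of the probes along the mRNA.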

Values the study reported

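The study reported that AFAS probes for genes with known antisense transcripts gave higher mean signal intensities than those for negative control genes (P = 5.1e-12, Welch's t-test). Of 635 AFAS probes for orthologous genes, it reported 420 (66.1%) with a signal of at least 100 in at least 1 tissue and 58 (9.2%) that were tissue specific. It listed 120 genes whose signal lay above the average.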

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

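The tests on Xist, on pairings with other genes and on the array layout, and the exchanges of primers, were chosen after the results they bear on had been seen; what the matched detection, the within-array correlation and the probes detected on all arrays should show was written down before their results were seen.

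The 3 tissues on the second layout (intestine, lung and placenta at 10.5 d.p.c.) had a smaller AFAS minus sense shift than the 8 on the first, 0.17 ± 0.25 against 0.91 ± 0.38, a difference of −0.74 on the log2 scale (exact permutation p = 0.0242). Probes not detected on some arrays do not account for it. With probes detected on all arrays the difference was −1.42 (1.48 ± 0.50 against 2.89 ± 0.59, exact permutation p = 0.00606). The detection flag also passes spots that are not well above background, and the layouts were not compared with a higher floor. Spots near the floor are therefore not excluded. The layout, the scan batch and the tissues coincide, so they cannot be told apart. A difference between these tissues themselves stays open as untested.

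The 14798 probes for pairs of overlapping cDNAs, outside the main measurement, were detected more often than AFAS probes of negative control genes: 89.6% ± 4.30 against 79.0% ± 6.87 on random-primed arrays, a difference of 10.6 ± 3.52 points (11 of 11 tissues, exact sign-flip p = 9.8e-04). The pair probes were designed from known cDNAs, and the study picked its control genes for having no known antisense transcript. The design therefore favours this direction, and no conclusion is drawn from it.

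AFAS probes were detected with random priming only more often than sense probes. Low signal as the whole cause is argued against: among probes matched on random-primed signal the difference was still 11.7 ± 4.99 points (10 of 11 tissues, exact sign-flip p = 0.00195), against 17.1 without matching. Oligo-dT priming that reaches only the part of an RNA near its poly(A) tail stays open, since 31.7% ± 18.0 of Xist sense probes, from an RNA with such a tail, were well above background with random priming only (SD, n = 10 tissues, testis left out here), beside 36.9% ± 7.30 of AFAS and 20.7% ± 5.56 of sense probes, whereas by the detection flag used for the pattern they were 7.78% ± 10.5, beside 30.7% ± 7.48 and 13.7% ± 4.20. The flags differ and no probe positions are given, so this decides nothing. Transcripts that lack poly(A) may also give the pattern, a hypothesis that no sample here tests.

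AFAS signal followed the sense signal of the same gene on oligo-dT arrays, as for Khk and Ywhaz. Labelling efficiency that moves both strands of all genes together is argued against, as the median correlation of 0.46 lay above that of pairings with other genes (0.16, with 95% of pairings from 0.14 to 0.19). A candidate explanation is label that copies the opposite strand of abundant mRNA: across genes within an array, Spearman's rho between the strands was 0.25 ± 0.07 with oligo-dT and close to 0 with random priming, a difference of 0.25 ± 0.08 (11 of 11 tissues, exact sign-flip p = 9.8e-04). Antisense transcripts with poly(A) that share the tissues of their gene could give the same values and were not tested apart from it.

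With the scaling to a common mean, the real arrangement gave 3094 calls, the most among 100 arrangements of the primers within tissues, itself included. The highest among the other exchanges gave 2731 with 1 tissue exchanged. The exchanges were not repeated with another scaling, so they cannot tell changes of single probes from a shift of whole arrays. Besides the real one, 5 arrangements gave calls, none with more than 2 tissues exchanged.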

How the results depend on the processing

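Of 369 alternative values for 63 results, 323 kept direction and side of the threshold or stayed near the reported value, 34 moved, 5 became weaker, 3 stronger and 4 reversed; where no cause is named below, the cause was not tested. Settings on single layouts or scan batches, on linear tau of 0.9, on the array's own categories, on all unmasked probes, and for the shift on probes detected on all or at least 3 arrays were chosen after the data were seen. Signal over background limits dim probes, whose changes are bounds.

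Set to an equal 75th percentile, AFAS calls became 1067 higher and 649 lower and sense calls 328 and 539; AFAS probes at 100 or more became 939 (208 orthologous, 23 negative control). The direction of the camera test then turned to lower, with no call before or after, for brain AFAS, intestine and stomach AFAS and lymphoid sense probes, whose medians minus that of all probes of the strand were −0.65, −0.011 and 0.065; oncogene sense probes passed (−1.19 on that measure, adjusted p = 0.0346; adjusted p = 0.412 with an estimated correlation). Quantile normalization gave 942 and 862 AFAS and 327 and 545 sense calls, and normexp 895 and 775 and 310 and 546. Lower AFAS calls numbered 147 without scaling and 144 in the authors' table. By construction there were fewer tests with gene means (989 and 21 AFAS calls) and with probes detected on all arrays (465 and 19 AFAS, 314 higher sense calls), and fewer tissues in the second layout, the same as scan batch 3 (66 lower sense calls). Without the tissue block that pairs the arrays, AFAS calls were 2040 and 79 and sense calls 597 and 216.

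In the second layout, where 3 tissues cannot give p under 0.25, the detection differences were 14.5, −27.0 and 5.93 points and the strand shift 0.17. The shift was 0.38 with quantile normalization, 0.20 with normexp and 1.55 in the authors' table. With a floor of 25 it was 0.13 (p = 0.408), and with a signal of 100 as detection the oligo-dT-only difference reversed to −3.09 points and that for random priming only dropped to 5.91. On oligo-dT arrays AFAS probes at 100 or more numbered 881 (139 orthologous, 18 negative control), and the correlation of strands was 0.46. Left out in turn, the tissues gave medians of 0.047 to 0.12 for the correlation on random-primed arrays, and 0.09 without thymus passed (p = 0.048). Tau gave 0 AFAS probes on the log2 scale, 402 on the linear scale, 144 at 0.9 and 1 from the authors' log2 table. At 2-fold the placenta stages differed in 7 and 96 AFAS and 33 and 34 sense probes.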

Other observations

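The tests in this part were chosen after the oligo-dT correlation had been seen, except the comparison with negative control genes, which was planned.

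On the oligo-dT arrays both strands of several genes moved together over the 11 tissues. Khk, the ketohexokinase gene of fructose metabolism, was highest in kidney on both strands (Pearson r = 0.97, adjusted permutation p = 0.0026; Spearman's rho = 0.94, adjusted p = 0.00434), and r was 0.88 without the 2 tissues farthest from the median. Satb1, a chromatin organiser of T cells, was highest in thymus on both strands (r = 0.93, adjusted p = 0.0026; rho = 0.95, adjusted p = 0.00434; 0.86 without the 2 farthest). Pgam2, a phosphoglycerate mutase gene, was highest in testis (r = 0.93, adjusted p = 0.0026; rho = 0.90, adjusted p = 0.00953; 0.84), and Ywhaz in brain (r = 0.95, adjusted p = 0.0026; rho = 0.93, adjusted p = 0.00558; 0.94). Slc6a1, a GABA transporter gene, was highest in brain (r = 0.98, adjusted p = 0.00465; rho = 0.86, adjusted p = 0.0185; 0.85), and Rag1 in thymus (r = 0.95, adjusted p = 0.0213; rho = 0.82, adjusted p = 0.0352; 0.40). The highest AFAS signals lay below the highest sense signals: 152 against 120548 for Khk, 364 against 48749 for Satb1 and 610 against 79916 for Pgam2. They were 2972 against 7910 for Ywhaz, 131 against 5168 for Slc6a1 and 250 against 144465 for Rag1.

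With random priming r was −0.15 for Khk, −0.35 for Satb1, −0.37 for Pgam2, 0.01 for Ywhaz and 0.08 for Slc6a1, and that of Rag1 is not given here. Of 186 genes with both strands at 100 or more on oligo-dT arrays, 62 were positive at an adjusted p under 0.05 and 0 negative. Of the 62, 25 also passed by Spearman's rho, 44 had the same highest tissue on both strands, and 45 kept r of 0.5 or more without the 2 farthest tissues. When all genes were put into 3 groups by sense signal, the median r was 0.52 in the highest group (0.15 for pairings with other genes) and 0.41 in the lowest (0.21).

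Among the 18 Xist sense probes, the change with random priming fell with the probe number (rho = −0.57, permutation p = 0.0149). The 11 probes numbered 12 or lower had log2 changes of 4.68 to 8.82, and the 7 numbered higher had −1.34 to 6.35. The order of these numbers along Xist is not given in the files.

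For genes with a known antisense transcript pooled with imprinted genes, the permutation p against negative control genes was 0.53 here, and 0.284 with the array's own categories of such genes. Both are higher than the value quoted from the study, which came from another test and need not cover the same genes.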
